# Tumor-suppressive function of EZH2 is through inhibiting glutaminase

**DOI:** 10.1038/s41419-021-04212-7

**Published:** 2021-10-20

**Authors:** Yongfeng Liu, Cheng-e Tu, Xuxue Guo, Changjie Wu, Chuncai Gu, Qiuhua Lai, Yuxin Fang, Junqi Huang, Zhizhang Wang, Aimin Li, Side Liu

**Keywords:** Cancer metabolism, Colon cancer

## Abstract

Tumors can use metabolic reprogramming to survive nutrient stress. Epigenetic regulators play a critical role in metabolic adaptation. Here we screened a sgRNA library to identify epigenetic regulators responsible for the vulnerability of colorectal cancer (CRC) cells to glucose deprivation and found that more EZH2-knockout cells survived glucose deprivation. Then, we showed that EZH2 expression was significantly downregulated in response to glucose deprivation in a glucose-sensitive CRC cell line, and EZH2-knockdown cells were more resistant to glucose deprivation. Mechanistically, EZH2 deficiency upregulated the expression of glutaminase (GLS) and promoted the production of glutamate, which in turn led to increased synthesis of intracellular glutathione (GSH) and eventually attenuated the reactive oxygen species (ROS)-mediated cell death induced by glucose deprivation. Although EZH2 functioned as an oncogene in cancer progression and EZH2 knockout abolished colorectal cancer development in a mouse model, here we revealed a mechanistic link between EZH2 and metabolic reprogramming via the direct regulation of *GLS* expression and observed a negative correlation between EZH2 and GLS expression in colorectal cancer tissues. These findings further confirmed the importance of heterogeneity, provided an explanation for the clinical tolerance of cancer cells to EZH2 inhibitors from the perspective of metabolism, and proposed the possibility of combining EZH2 inhibitors and glutamine metabolism inhibitors for the treatment of cancer.

## Introduction

Studies of metabolic vulnerability have identified many therapeutic targets for the treatment of cancer [1, 2]. During cancer progression, highly proliferative cancer cells are frequently exposed to nutrient-scarce conditions that result from poor vascularization or antiangiogenic therapy; thus, cancer cells need to adapt to nutrient stress, including the stress caused by glucose limitation. Cancer cells transformed by oncogenes, such as MYC, often display glucose addiction, which makes them highly dependent on glucose metabolism for growth and redox homeostasis [3–5], and the exhaustion of glucose in the microenvironment disrupts the intracellular homeostasis of cancer cells, ultimately leading to cell death. The regulation of glucose metabolism has been thoroughly studied in previous research, and more factors that promote glucose addiction have been identified, but factors responsible for adaptation to glucose limitation are relatively rare.

Covalent modifications of histones, including methylation and acetylation, play fundamental roles in the epigenetic regulation of gene expression. Histone methylation can either activate or repress gene transcription, depending on the position of the lysine residue within the histone and the combination of different modifications. Recent genomic studies have enhanced the understanding of the role of histone modifiers in cancer progression [6, 7]. However, the particular epigenetic regulators involved in the adaptation to glucose limitation have rarely been studied.

To study the epigenetic regulation of cancer cells under glucose deprivation conditions, we screened a knockout library of histone modifiers in the glucose-sensitive CRC cell line HCT116. First, the infected HCT116 cells were cultured in a glucose-depleted medium as indicated, and then, the dead and live cells were separated for gRNA sequencing. The results showed that gRNAs that target EZH2 were enriched in the surviving cells, which suggested that EZH2 might be involved in the cancer cell response to glucose deprivation. EZH2 is the enzymatic subunit of polycomb repressive complex 2 (PRC2), which tri-methylates H3K27 and facilitates chromatin compaction and gene silencing [8]. As an oncogene in solid cancers, EZH2 has been reported to affect many cancer-related signaling pathways and eventually promote cancer cell proliferation, malignant transformation, and survival [9–12].

Mechanistically, we identified *glutaminase* (*GLS*) as the direct target gene of EZH2 and showed that its expression could be silenced by EZH2 under glucose deprivation conditions. When the function of EZH2 is blocked with shRNA or inhibitors, the repression of *GLS* transcription is alleviated, and high GLS expression accelerates glutamine metabolism and GSH accumulation, which in turn attenuates glucose-deprivation-induced reactive oxygen species (ROS) production and cell death. In summary, these data suggest a tumor-suppressive role of EZH2 under glucose deprivation conditions.

## Results

### Conditional screening reveals that EZH2 is involved in the adaptation to glucose starvation

Increasing evidence shows that metabolic reprogramming is an important adaptive mechanism that facilitates the survival and proliferation of cancer cells in nutrient-deficient tumor microenvironments [13], and epigenetic regulators play a critical role in this mechanism [14]. First, we investigated the sensitivity of different CRC cell lines to glucose starvation. The results showed that glucose starvation induced significant cell death, as indicated by the levels of cleaved PARP (C-PARP), only in glucose-sensitive cell lines (such as HCT116 and SW480 cells) but not in RKO and LoVo cells (Fig. 1A). Therefore, to identify the epigenetic factors responsible for adaptation to metabolic stress during glucose deprivation, we conducted genetic screening in HCT116 cells by using a sgRNA library targeting histone modifiers, including “writers”, “erasers”, and “readers” of acetylation and methylation (Fig. 1B, Supplementary Table 1). HCT116 cells were infected with the library, and cultured without glucose for 16 h. The suspended dead cells were harvested, and the rest cells were digested by trypsin and re-cultured in DMEM supplemented with 2.5 mM glucose for another 10 h to further separate dead cells attached to live cells. Then the cells were separated into two groups: the unattached dead cells (group S, sensitive to glucose deprivation) and the attached live cells (group R, resistance to glucose deprivation). The separated cells were subjected to genomic DNA isolation and deep sequencing of the integrated sgRNAs. After analysis, 262 candidate gene sgRNAs were enriched in group R compared with group S (fold change >1.5) (Supplementary Table 2). By comparing these candidate genes with the downregulated genes in HCT116 cells exposed to glucose deprivation (2798 genes), we obtained a list of 41 genes, among which EZH2 stood out (Fig. 1C and Supplementary Table 3). 

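Gene expression under glucose deprivation was measured by RNA-Seq in HCT116, a human colorectal carcinoma cell line that the paper classes as glucose-sensitive. The data come from 1 library of cells in normal medium with 25 mM glucose and 1 library of cells kept for 24 h in medium with 0 mM glucose. With 1 library per condition there is no replicate check, and every value describes these 2 libraries. The paper's methods name MGI2000 sequencing, mapping with Bowtie and quantification with RSEM, and give the mouse build mm10 as the reference, whereas the submitters' processing notes name Bowtie2, BWA and the human build hg19. The values used are those of the authors' deposited table, which lists 17987 human genes and gives 17054 of them a log2 fold change with a p-value and a false discovery rate (FDR) from the authors' Poisson test. That test compares the reads of 2 libraries, not the conditions. The table names the cells HCT116 NC, the paper's name for control cells, whereas the sample labels give the genotype as wild type. Expression levels and sequencing depth are unknown from these values, so no interval is given for any fold change. A negative log2 fold change was read as lower under glucose deprivation, from the order of the 2 groups in the name of the column and from the genes of Supplementary Table 3, which the paper lists as downregulated and which all have negative values. The median over all genes was -0.12 on the log2 scale, so that a gene at 0 lies 0.12 above the middle of the table. Genes were counted as lower below a log2 fold change of -0.75 and as higher above a fold of 1.2, the sizes stated in the paper's methods, first by size alone and then also with an FDR of at most 0.001. Because the size asked of an increase is smaller than that asked of a decrease, the numbers of lower and higher genes cannot be set against each other. The 37 gene lists and the thresholds were written down before the data were examined.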

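EZH2, the methyltransferase subunit of PRC2, had a log2 fold change of -0.95 in the authors' deposited table (FDR 1.1e-48), which is a level 1.93-fold lower in the glucose-deprived cells. All 41 genes of Supplementary Table 3 were below -0.75, and 40 of them also had an FDR of at most 0.001. The exception, PRDM6, had a log2 fold change of -0.89 and an FDR of 0.0083 in the authors' deposited table. The study chose these genes on the same 2 libraries, so their direction is not independent evidence. Largest among the 41 in the authors' deposited table were the decreases of the mitotic kinases AURKA (log2 fold change -2.51), PBK (-2.46) and AURKB (-2.20), the histone chaperone ASF1B (-2.02) and the DNA topoisomerase TOP2A (-1.94). They were followed in the authors' deposited table by the chromatin protein HMGB1 (-1.89), the DNA repair genes BARD1 (-1.77) and RAD54L (-1.55), the replication clamp PCNA (-1.41) and TONSL (-1.40). EZH2 was not among these, since 27 of the 41 genes had a larger decrease. In the paper's Supplementary Table 2, EZH2 has 4 sgRNA entries and no other of the 41 genes has more than 2.

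**Figure D1:**
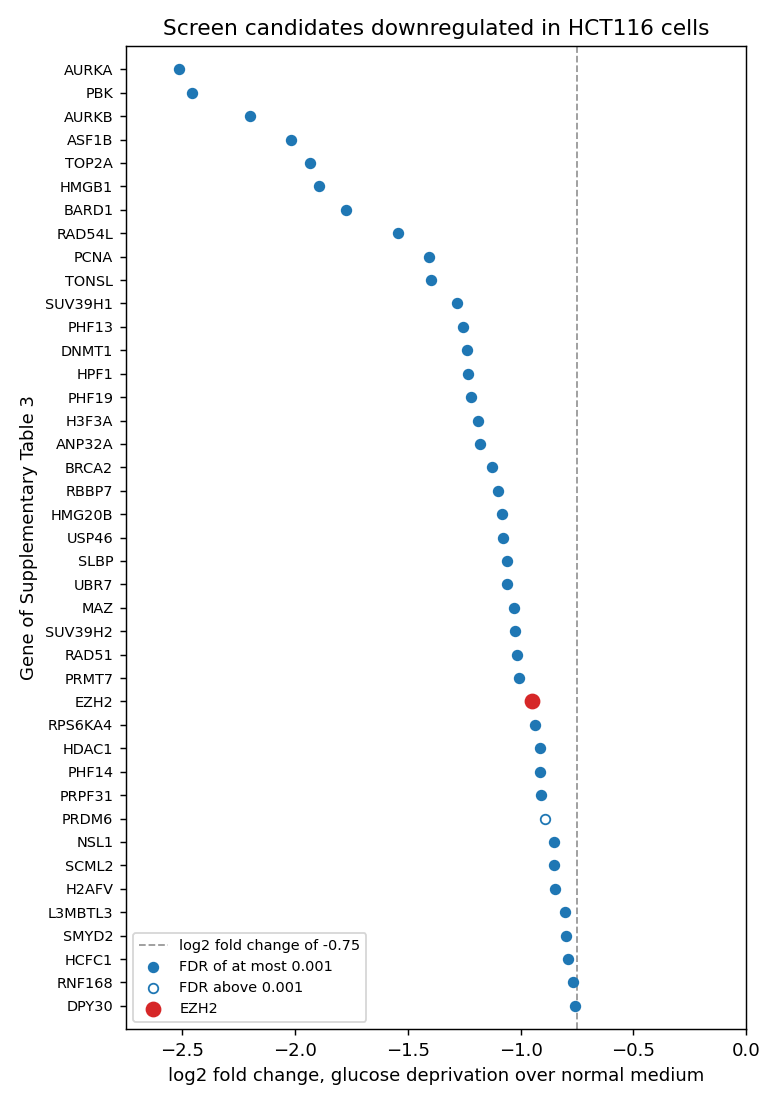
Log2 fold change of glucose deprivation over normal medium (x axis) for the 41 genes of Supplementary Table 3 (y axis), from 1 library per condition, as listed in the authors' deposited table. Each point is 1 gene, the open point has an FDR above 0.001, the red point is EZH2 at -0.95, and the dashed line marks -0.75, which all 41 genes lie below.

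Of the 11 genes listed as PRC2 core and accessory subunits, 3 were lower by both thresholds, 2 were higher and 6 were neither. The median of the 11 was -0.56, at the 6.87th percentile of random lists of the same size and thus within their central 95%. The 3 lower ones in the authors' deposited table were PHF19 (log2 fold change -1.22), the histone-binding subunit RBBP7 (-1.10) and EZH2. The core subunits EED (-0.66) and SUZ12 (-0.56) had negative values that did not reach -0.75, as did RBBP4 (-0.58), MTF2 (-0.37) and AEBP2 (-0.23) in the authors' deposited table. The higher ones in the authors' deposited table were PHF1 (0.70) and EZH1 (0.40), the paralog of EZH2, and JARID2 stood at 0.24 with an FDR of 0.0011. PHF1 and EZH1 passed only the smaller size asked of an increase, and no PRC2 gene lay above 0.75. In the whole table, 3811 genes were lower by size alone and 2231 also had an FDR of at most 0.001. Of the 262 genes of Supplementary Table 2, 246 had a value, and 54 of these were lower by size alone. With the FDR as well, 40 candidates were lower, a share of 16.3% against 13.1% of all genes, and 44 were higher at the smaller size asked of an increase. These 40 all belong to Supplementary Table 3. Random lists of 246 genes held 22 to 43 such genes in the central 95% of 10000 draws, so this number lies within the range of the random lists. The median log2 fold change of the 246 candidates was -0.28, at the 0.18th percentile of the medians of random lists drawn from all genes. Over the 150 candidates with an FDR of at most 0.001 it was -0.48, at the 8.66th percentile of random lists of such genes and thus within their central 95%, a setting chosen after seeing the data. From the overlap of the screen candidates with the downregulated genes, the paper singles out EZH2 and goes on to ask whether cells lower its expression to adapt to glucose deprivation.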

Further analysis showed that sgRNAs that target other subunits of polycomb repressive complex 2 (PRC2), such as EED, SUZ12, and PHF19, also tended to be enriched in group R (Supplementary Fig. 1A). These results led us to wonder whether the expression of EZH2 in HCT116 cells could be downregulated to adapt to glucose deprivation. To test this idea, CRC cells were cultured with or without glucose, and the expression of EZH2, SUZ12, and EED was detected. The results showed that glucose deprivation decreased EZH2 mRNA levels in a dose- and time-dependent manner in the glucose-sensitive CRC cell lines HCT116 and SW480 (Fig. 1D, E and Supplementary Fig. 1B, C) but not in the glucose-insensitive cell lines RKO and LoVo (Supplementary Fig. 1D, E). Additionally, similar results were obtained when the EZH2 protein levels were examined (Fig. 1F and Supplementary Fig. 2B). These data suggest that downregulation of EZH2 expression in glucose-sensitive CRC cells may be a strategy by which some cancer cells adapt to glucose deprivation.

**Fig. 1:**
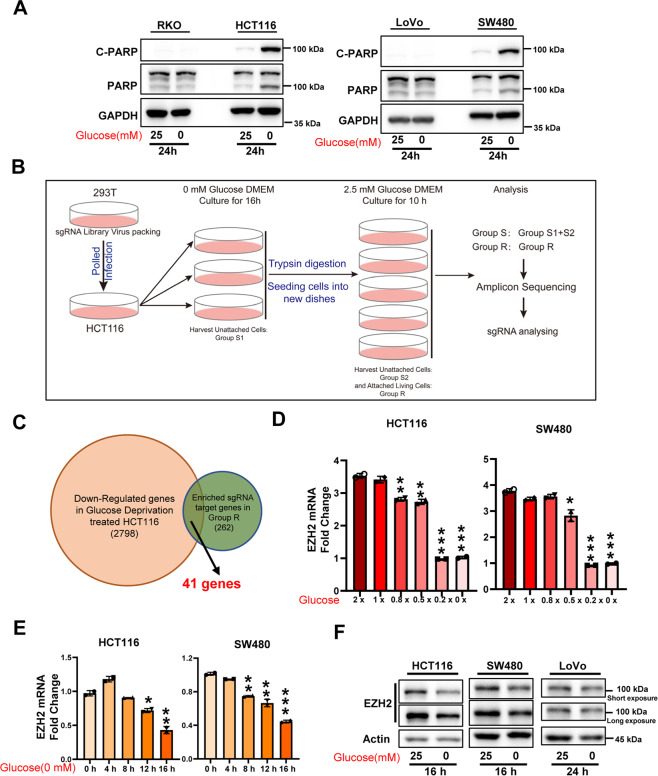
Library screening shows that EZH2 expression is regulated by glucose supply. **A** Immunoblotting for cleaved-PARP and PARP expression in indicated colorectal cancer (CRC) cells under glucose deprivation. GAPDH is used as a loading control. **B** Schematic diagram of library screening under glucose deprivation. **C** Venn diagram shows the overlap between genes downregulated by glucose deprivation treatment (*n* = 2798), and genes targeted by sgRNAs that enriched in Group R (*n* = 262). **D**, **E** RT-qPCR of *EZH2* levels in HCT116 and SW480 cells treated with indicated doses of glucose for 24 h (**D**) or under glucose deprivation for the indicated time (**E**). 1 × glucose, 25 mM. **F** Immunoblotting for EZH2 expression in indicated CRC cells under glucose deprivation. Actin is used as a loading control. The experiments in **A**, **F** were repeated twice independently with similar results. In **D**, **E**, data are mean ± s.d., *n* = 3 independent experiments; *P*-values were calculated using two-tailed unpaired Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001.

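Of the gene lists written down beforehand, those of mitosis and DNA replication were lower under glucose deprivation most uniformly. Of 35 genes of mitosis, 34 were lower by both thresholds and none was higher, with a median log2 fold change of -1.94. The motor protein KIF20A (-2.94), DLGAP5 (-2.68), cyclin CCNA2 (-2.58) and the kinase PLK1 (-2.57) had the largest decreases of this group in the authors' deposited table. Of 41 genes of DNA replication and the G1/S transition, 38 were lower and none was higher, with a median of -1.54. The helicase subunit MCM4 (-2.51), the phosphatase CDC25A (-2.26), UHRF1 (-2.18) and the nuclease FEN1 (-2.01) led this group in the authors' deposited table. Homologous recombination had 15 of 21 genes lower, none higher and a median of -1.18, and EXO1 (-1.62) and BRIP1 (-1.53) stood among its largest decreases in the authors' deposited table. 8 of the 41 genes of Supplementary Table 3 belong to these lists of cell division and repair. The mitotic kinase PBK is on none of them, so this count does not cover every cell division gene among the 41. Heat shock proteins were lower in 8 of 12 genes and higher in 1, with a median of -1.22. The mitochondrial co-chaperonin HSPE1 (-2.14), HSPA1A (-2.00), HSP90AA1 (-1.70) and HSPH1 (-1.60) were its leading members in the authors' deposited table. Cholesterol synthesis had 11 of 25 genes lower and 3 higher, with a median of -0.65, and its lower genes in the authors' deposited table included ACAT2 (-1.56) and EBP (-1.37). Smaller shifts were seen in the tricarboxylic acid cycle, with 7 of 23 genes lower, 2 higher and a median of -0.54, and in the nuclear-encoded respiratory chain, with 7 of 27 lower, none higher and a median of -0.51. The respiratory chain list came within the central 95% of random lists when only exact gene symbols were matched (median -0.49 over 23 genes, percentile 3.38), and both lists did so over genes with an FDR of at most 0.001, a setting chosen after seeing the data (percentile 9.47 for the cycle and 14.6 for the chain). Glycolysis had 5 of 19 genes lower, among them PGAM1 (-1.38) and LDHA (-1.28), whereas hexokinase HK2 was higher at 1.44 in the authors' deposited table.

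**Figure D2:**
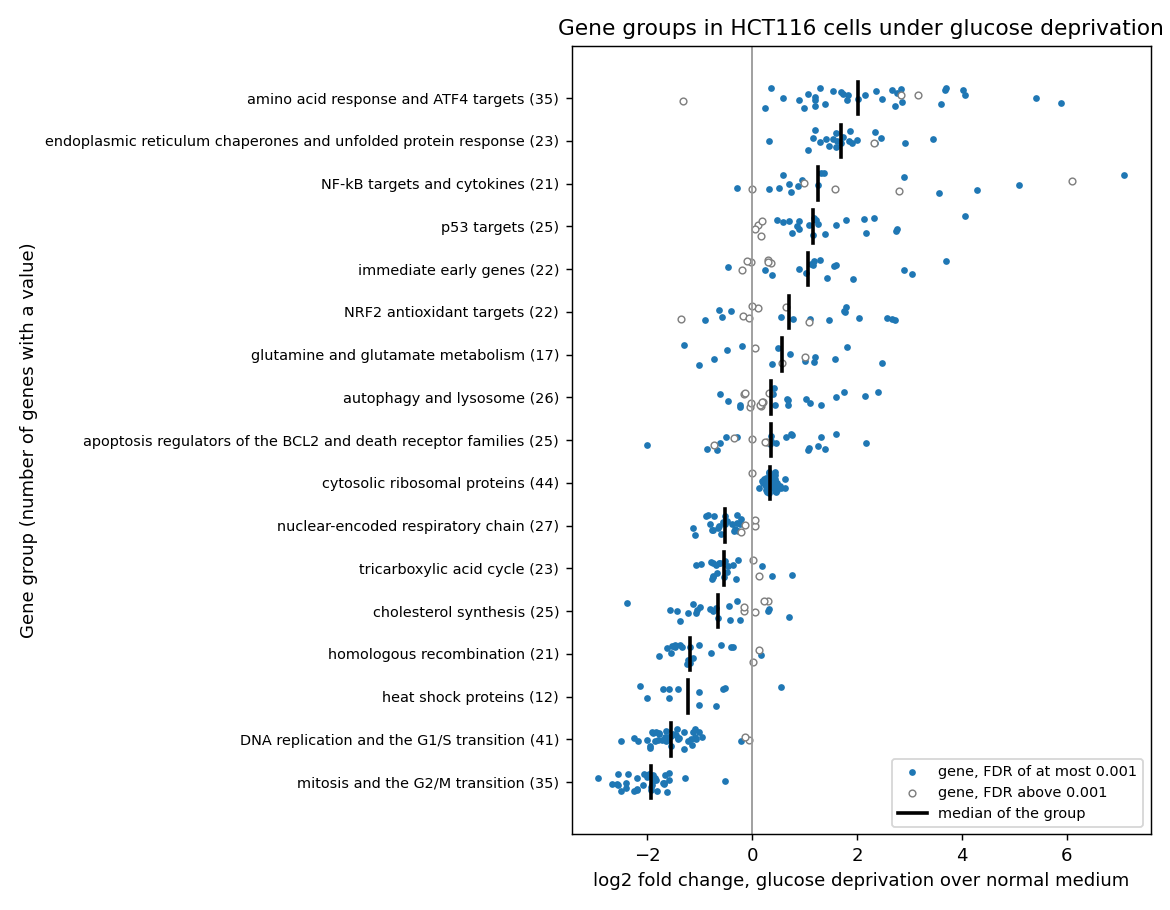
Log2 fold change of glucose deprivation over normal medium (x axis) for the genes of 17 groups (y axis), from 1 library per condition, as listed in the authors' deposited table. Each point is 1 gene, open points have an FDR above 0.001 and black bars are medians. The groups shown are those whose median lies outside the central 95% of random lists, from mitosis at -1.94 to the amino acid response and ATF4 targets at 2.02.

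Each median was set among the medians of 10000 random lists of the same size drawn from all genes with a value. For mitosis, DNA replication and homologous recombination no random list had a median as low. The percentile was 0.05 for heat shock proteins, 0.59 for cholesterol synthesis, 2.0 for the tricarboxylic acid cycle, 1.75 for the respiratory chain and 3.27 for glycolysis, which thus lay within the central 95% of random lists. These percentiles describe the 2 libraries and are not tests of the conditions, and the random lists could not be matched on expression because the table gives no levels.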

### Downregulation of EZH2 expression alleviates glucose dependence in glucose-sensitive CRC cells

After our previous work on the function of EZH2 in colitis [15], we conducted related studies on the function of EZH2 in colorectal cancer. Using the APC^min/+^ and AOM/DSS models, we showed that the deletion of the EZH2 gene significantly inhibited the occurrence of colon cancer, indicating a cancer-promoting function of EZH2 in CRC (Supplementary Fig. 3A–H); these results were consistent with the function of EZH2 in other solid cancers [11, 16, 17]. However, the paradoxical results in the screening described above suggested that EZH2 might perform different functions under stressful conditions, such as glucose deprivation, and made us wonder whether EZH2 could play an unconventional role in metabolism. To test this possibility, we generated EZH2-knockdown CRC cells and cultured them a in glucose-free medium. Observations of cell morphology revealed that the cell death in HCT116 cells and the cell cycle arrest in RKO cells caused by glucose deprivation were both attenuated by EZH2 knockdown (Fig. 2A–C). Next, we further confirmed the cell death phenotype of HCT116 cells by analyzing the expression of C-PARP, which is a key indicator of apoptosis. The increased levels of C-PARP observed under glucose deprivation conditions were attenuated by the knockdown of EZH2 (Fig. 2D). Similar experiments in SW480 cells also yielded the same results (Fig. 2E). To test the function of EZH2 enzymatic activity in glucose-deprivation-induced cell death, the EZH2 inhibitor GSK126 was used to interfere with its enzyme activity. The results showed that the cell apoptosis induced by glucose deprivation was significantly ameliorated in HCT116 and SW480 cells pretreated with GSK126 for 48 h (Fig. 2F, G). Correspondingly, the overexpression of EZH2 in CRC cells significantly enhanced the sensitivity of CRC cells to glucose deprivation, i.e., EZH2 overexpression promoted the cell death of glucose-sensitive cells and the cell cycle arrest of glucose-insensitive cells (Fig. 2H and Supplementary Fig. 2A). Consistently, EZH2 deficiency in HCT116 and SW480 cells attenuated the cell death caused by glucose deprivation, resulting in more live cells (Fig. 2I–K). Together, our data show that EZH2 deficiency alleviates the glucose dependence of CRC cells.

**Fig. 2:**
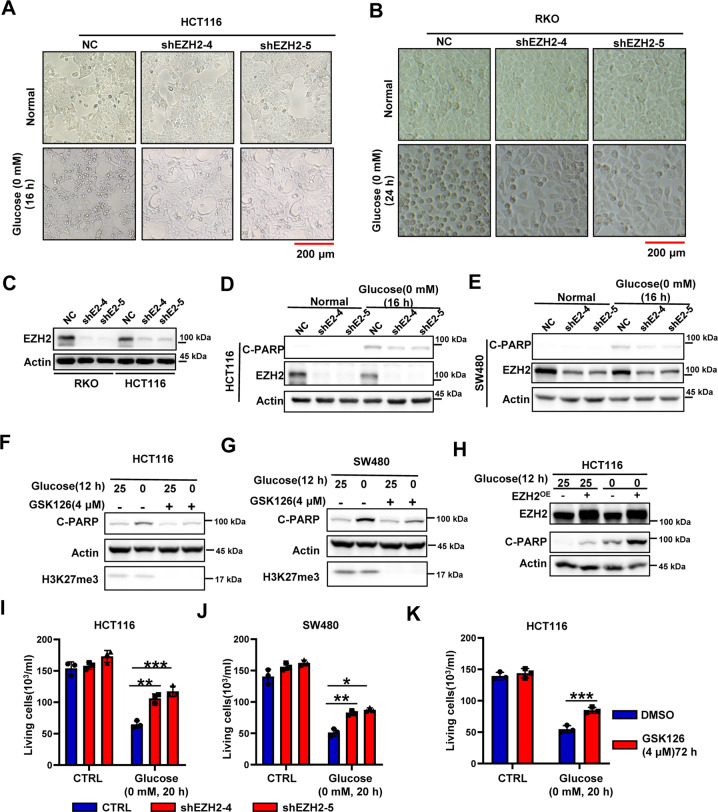
Absence of EZH2 in glucose-sensitive CRCs enhanced the tolerance to glucose-deprivation-induced cell death. **A**, **B** Representative images of HCT116 (**A**) or RKO (**B**) NC and shEZH2 cells under normal condition or glucose deprivation. The experiments were repeated twice independently with similar results. **C** Immunoblotting for EZH2 knockdown efficiency in RKO and HCT116 cells. Actin is used as a loading control. **D**, **E** Immunoblotting for cleaved-PARP and EZH2 expression in HCT116 (**D**) or SW480 (**E**) NC and shEZH2 cells under normal condition or glucose deprivation (0 mM, 16 h). **F**, **G** Immunoblotting for cleaved-PARP and H3K27me3 expression in HCT116 (**F**) or SW480 (**G**) cells pretreated with or without GSK126 (4 μM, 48 h), followed by glucose deprivation treatment (0 mM, 12 h). **H** Immunoblotting for cleaved-PARP and EZH2 expression in HCT116 cells with or without EZH2 overexpression under normal condition or glucose deprivation. **I**, **J** Living cell counting of HCT116 (**I**) or SW480 (**J**) NC and shEZH2 cells under normal condition or glucose deprivation (0 mM, 20 h). **K** Living cell counting of HCT116 cells pretreated with or without GSK126 (4 μM, 72 h), cultured under normal condition or glucose deprivation (0 mM, 20 h). The experiments in **C–H** were repeated twice independently with similar results. In **I**, **J**, **K**, data are mean ± s.d., *n* = 3 independent experiments; *P*-values were calculated using two-tailed unpaired Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001. Scale bars, 200 μm.

### EZH2 deletion promotes GLS expression and inhibits the glucose-deprivation-induced downregulation of GLS expression in glucose-sensitive CRC cells

Next, we tried to analyze the relevant mechanisms by which EZH2 affects the glucose vulnerability of CRC cells. First, we investigated whether EZH2, a transcriptional regulator, could affect the expression of genes related to glucose metabolism. The RT-qPCR results and the subsequent RNA-Seq results showed that EZH2 deficiency could not regulate the expression of key enzymes of glucose metabolism (Supplementary Fig. 4A–C). The use of the glucose tracer 2-NBDG [18] also revealed that the knockdown of EZH2 did not affect glucose uptake by CRC cells (Supplementary Fig. 4D–G). To determine the molecular mechanism by which EZH2 regulates glucose vulnerability, we performed RNA-Seq analysis with two pairs of cell samples (HCT116^NC^ vs. HCT116^shEZH2^ and RKO^NC^ vs. RKO^shEZH2^). Intersection analysis of the upregulated genes (fold change >1.2) in the RNA-Seq data combined with the SW480 sequencing results in the GSE118593 dataset revealed that the expression of 224 genes was upregulated in the three cell lines due to EZH2 deletion (Supplementary Fig. 5A) [19]. KEGG pathway analysis of these 224 genes showed that FoxO signaling, Hippo signaling, TGF-β signaling, and other signaling pathways were significantly enriched (Fig. 3A). The first pathway that caught our attention was the Hippo signaling pathway, which negatively regulates the transcriptional coactivator Yap to affect cell proliferation and cell survival [20]. We hypothesized that the Hippo–Yap pathway might perform a function in glucose-deprivation-induced cell death similar to its function in ferroptosis; i.e., Yap activity is positively correlated with the cell death phenotype [21]. However, knocking down Yap expression significantly promoted the cell apoptosis induced by glucose deprivation (Supplementary Fig. 5B–D), and this finding could not explain our phenotype. A pathway named “glutamatergic synapse” then attracted our interest; in this pathway, the expression of glutaminase (GLS) appeared to be significantly increased (Fig. 3A, B). GLS is a key enzyme of glutamine metabolism that catalyzes the conversion of glutamine to glutamate [22]. Notably, the mRNA and protein levels of GLS were increased in EZH2-deficient and GSK126-treated cells cultured under normal conditions (Fig. 3C–E and Supplementary Fig. 2C). When the cells were cultured under glucose deprivation conditions, GLS expression was downregulated in glucose-sensitive CRC cells, and this effect was ameliorated by EZH2 inhibition (Fig. 3F–K and Supplementary Fig. 2D). However, although the mRNA level of *GLS* was significantly upregulated in RKO cells after EZH2 knockdown, the protein level of GLS remained unchanged, even when we prolonged the time of exposure to glucose deprivation conditions (Fig. 3C and Supplementary Fig. 2B). These phenotypes might be explained by the different requirements for glucose metabolism in glucose-sensitive and glucose-insensitive cells. In glucose-sensitive cells, glucose metabolism might play an essential role in redox homeostasis; therefore, glucose deprivation may ultimately result in ROS accumulation and cell death. However, in glucose-insensitive cells, glucose metabolism is needed to provide energy and intermediate metabolite supplies to maintain cancer cell proliferation. Collectively, our data suggest that EZH2 is a member of the network of cancer metabolism and that EZH2 deficiency upregulates GLS expression and blocks the glucose-deprivation-induced inhibition of GLS transcription in glucose-sensitive cells.

**Fig. 3:**
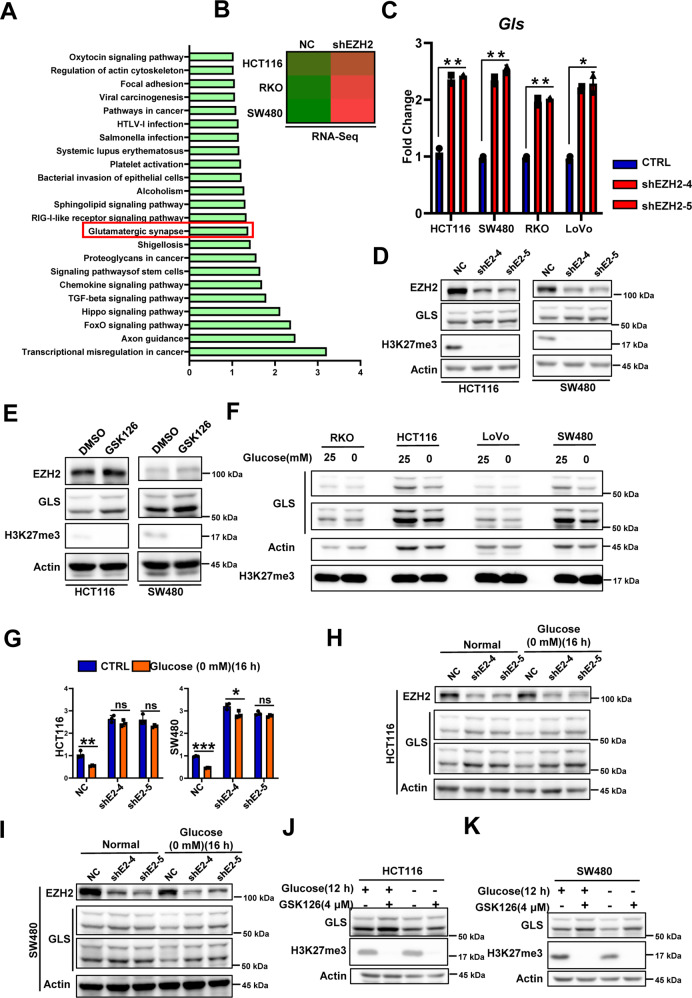
Absence of EZH2 function attenuates glucose-deprivation-induced downregulation of GLS. **A** KEGG pathway enrichment analysis showing pathways upregulated by EZH2 deficiency (https://david.ncifcrf.gov/). **B** RNA-Seq analysis of *GLS* expression in indicated CRC NC and shEZH2 cells. **C** RT-qPCR of *GLS* mRNA levels in indicated CRC NC and shEZH2 cells. **D, E** Immunoblotting for GLS expression in HCT116 or SW480 cells with (shE2-4/5) or without (NC) EZH2 knockdown (**D**), or treated with GSK126 (5 μM, 48 h) (**E**). Actin is used as a loading control. **F** Immunoblotting for GLS expression in indicated CRCs under glucose deprivation. **G** RT-qPCR of *GLS* mRNA levels in HCT116 or SW480 NC and shEZH2 cells with or without glucose deprivation treatment (0 mM, 16 h). **H, I** Immunoblotting for EZH2 and GLS expression in HCT116 (**H**) or SW480 (**I**) NC and shEZH2 cells with or without glucose deprivation treatment (0 mM, 16 h). **J, K** Immunoblotting for GLS and H3K27me3 expression in HCT116 (**J**) or SW480 (**K**) cells pretreated with or without GSK126 (4 μM, 48 h), followed by glucose deprivation treatment (0 mM, 12 h). The experiments in **D–F** and **H–K** were repeated twice independently with similar results. In **C**, **G**, data are mean ± s.d., *n* = 3 independent experiments; *P*-values were calculated using two-tailed unpaired Student’s *t*-test. *P < 0.05, **P < 0.01; ns, non-significant.

### GLS is the direct target gene of EZH2 under glucose deprivation conditions and its expression negatively correlates with the expression of *EZH2* in CRC tissues

The data described above prompted us to further examine the clinical relevance of the EZH2-GLS relationship in human CRC. We examined the correlation between the expression of *EZH2* and *GLS* in the GSE24514, GSE14333, and GSE106582 datasets [23, 24]. The results showed that the *EZH2* levels were negatively correlated with those of *GLS* (Fig. 4A–C), indicating that *GLS* could be negatively regulated by EZH2 during CRC progression. ChIP interrogation of the *GLS* gene in ENCODE revealed the potential for the recruitment of EZH2 in human neural progenitor cells and hepatocytes (Fig. 4D) and more significant recruitment in mouse intestinal epithelial cells (Fig. 4E) [15, 25]. However, in HCT116 cells, the ENCODE results showed that H3K27Ac exhibited significant peaks in the *GLS* promoter, while either H3K27me3 or EZH2 did not in normal culture conditions (Fig. 4F, G and Supplementary Fig. 2E) [25]. This result made us think carefully and put forward the following hypothesis: Under normal conditions, GLS is continuously expressed, as shown by high H3K27Ac levels in its promoter. Under glucose deprivation conditions, H3K27Ac is eliminated, and EZH2 gains access to the *GLS* promoter, increasing the methylation of H2K27 and thereby inhibiting the transcription of *GLS*. Since the *GLS* promoter had the potential to be directly bound by EZH2 and the decrease in GLS expression by glucose deprivation was attenuated by EZH2 silencing (Fig. 4D–G and Fig. 3), we sought to investigate whether EZH2 was more inclined to bind to the *GLS* promoter under glucose deprivation conditions. To test this hypothesis, we first used western blotting to check H3K27Ac and found it could be significantly downregulated under glucose deprivation treatment (Fig. 4H). Then we performed ChIP analysis in HCT116 cells cultured under normal conditions or glucose deprivation conditions and found that EZH2 could directly bind to the *GLS* promoter and that the recruitment of EZH2 to the *GLS* promoter was significantly increased under glucose deprivation conditions (Fig. 4K). As H3K27Ac and H3K27me are antagonistic, we also proved that the modification of H3K27Ac in the *GLS* promoter is decreased (Fig. 4L). Further, we pretreated HCT116 cells with the HDAC inhibitor trichostatin A (TSA). The results showed that the downregulation of GLS expression and the reduction in H3K27Ac modification in the *GLS* promoter induced by glucose deprivation were inhibited by TSA treatment (Fig. 4H, I).

**Fig. 4:**
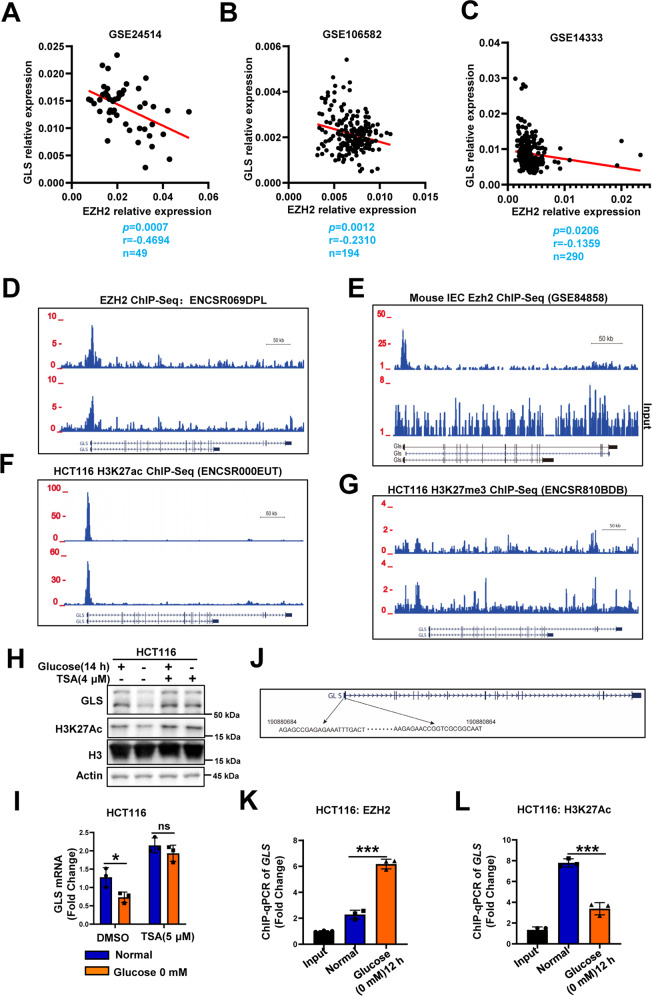
GLS is a direct target gene of EZH2 in colorectal cancer cells. **A–C** Scatter plots showing the correlation between *EZH2* and *GLS* mRNA levels in human colorectal cancer (GSE24514, GSE14333, and GSE106582). Statistical analysis was performed using a two-tailed Student’s *t*-test. r, Pearson’s correlation coefficient. **D** Schematic representation of the binding site of human EZH2 in *GLS* promoter as mapped in ENCODE database (ENCSR069DPL). **E** Schematic representation of the binding site of mouse EZH2 in *Gls* promoter of primary colon epithelial cells isolated from wild-type mice (GSE84858). **F**, **G** Schematic representation of the binding of H3K27ac (**F**) and H3K27me3 (**G**) on the *GLS* gene locus in HCT116 cells with the ENCODE project. **H**, **I** WB and RT-qPCR of *GLS* levels in CRCs pretreated with DMSO or HDAC inhibitor (TSA, 4 μM), followed by glucose deprivation treatment (0 mM, 16 h). **J** Location of ChIP-qPCR primers on GLS promoter. **K**, **L** ChIP-qPCR analysis of EZH2 and H3K27Ac on *GLS* promoter in HCT116 cells with or without glucose deprivation treatment (0 mM, 12 h). In **I**, **K**, and **L**, data are mean ± s.d., *n* = 3 independent experiments; *P*-values were calculated using two-tailed unpaired Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001; ns, non-significant.

Solid tumors exhibit significant heterogeneity in terms of vasculature perfusion. Cells located in the outside layer of the tumor tissue are highly perfused, while the innermost cells are poorly perfused, residing in nutrient-poor environments. Therefore, to further confirm the involvement of the EZH2-GLS axis in the adaptation to glucose deprivation, we performed immunofluorescence staining for EZH2 and GLS in larger colon cancer tissues. The results showed that EZH2 was highly expressed in the outer layers of tumor tissues, while GLS was highly expressed in the inner layers (Fig. 5A, B). These data indicated that the expression levels of EZH2 and GLS changed dramatically due to different locations in tumor tissues, which explained why the RNA sequencing data did not show a good correlation between EZH2 and GLS expression in CRC (Fig. 4A–C). Taken together, these results suggest that EZH2 can directly regulate the expression of GLS in CRC and that this correlation is related to the nutritional conditions in the microenvironment.

**Fig. 5:**
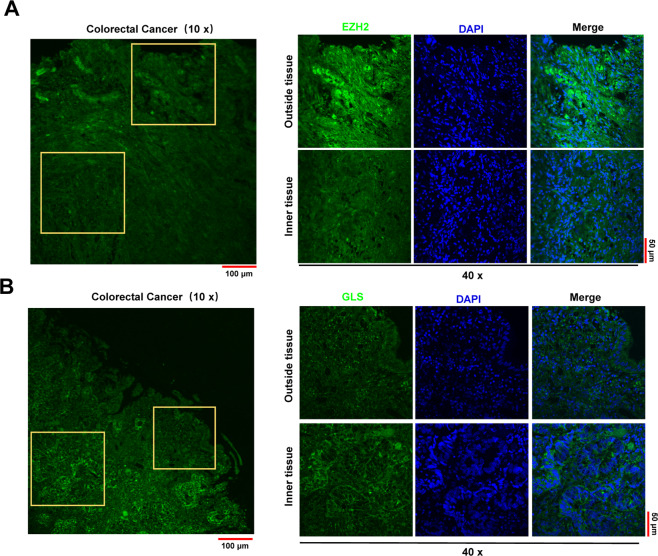
GLS expression has a negative spatial correlation with EZH2 in colorectal cancer tissues. **A, B** Immunofluorescence of EZH2 (A) and GLS (B) in human colorectal cancer samples. DAPI is used to indicate the nucleus.

### GLS is involved in the resistance of EZH2-deficient cells to glucose deprivation

The results described above showed that EZH2 knockdown enhanced the resistance of CRC cells to glucose deprivation and that *GLS* expression was elevated in EZH2-knockdown cells. Thus, we next investigated whether the resistance of EZH2-deficient cells to glucose deprivation was due to the upregulation of GLS expression. As a key enzyme in glutamine metabolism, GLS has always been an attractive anticancer therapeutic target. A variety of inhibitors that target GLS have entered the clinical trial stage [26, 27]. Here, bis-2-(5-phenylacetamido-1,2,4-thiadiazol-2-yl) ethyl sulfide (BPTES) was chosen to inhibit the activity of GLS and determine whether the resistance could be rescued. By pretreating EZH2-deficient CRC cells with BPTES, we found that BPTES treatment significantly reversed the decreased cell death phenotype caused by EZH2 deletion or inhibition (Fig. 6A–D). Furthermore, BPTES and EZH2 silencing/inhibition synergistically inhibited the proliferation rate of CRC cells (Fig. 6E, F). Colony formation assays further confirmed the synergistic effect of the EZH2 inhibitor and GLS inhibitor (Fig. 5G, H and Supplementary Fig. 6E). Then, we wondered whether other molecules that modulate GLS activity also exhibit a synergistic effect with EZH2 inhibitors; one such molecule is mTOR (Supplementary Fig. 6 A), which promotes GLS activity and glutamine metabolism [28, 29]. The results showed that the combined treatment of rapamycin and GSK126 significantly inhibited cancer cell proliferation and colony formation (Supplementary Fig. 6B–D). Collectively, these data suggest that targeting glutamine metabolism has the potential to enhance the efficacy of EZH2 inhibitors and reduce CRC tolerance.

**Fig. 6:**
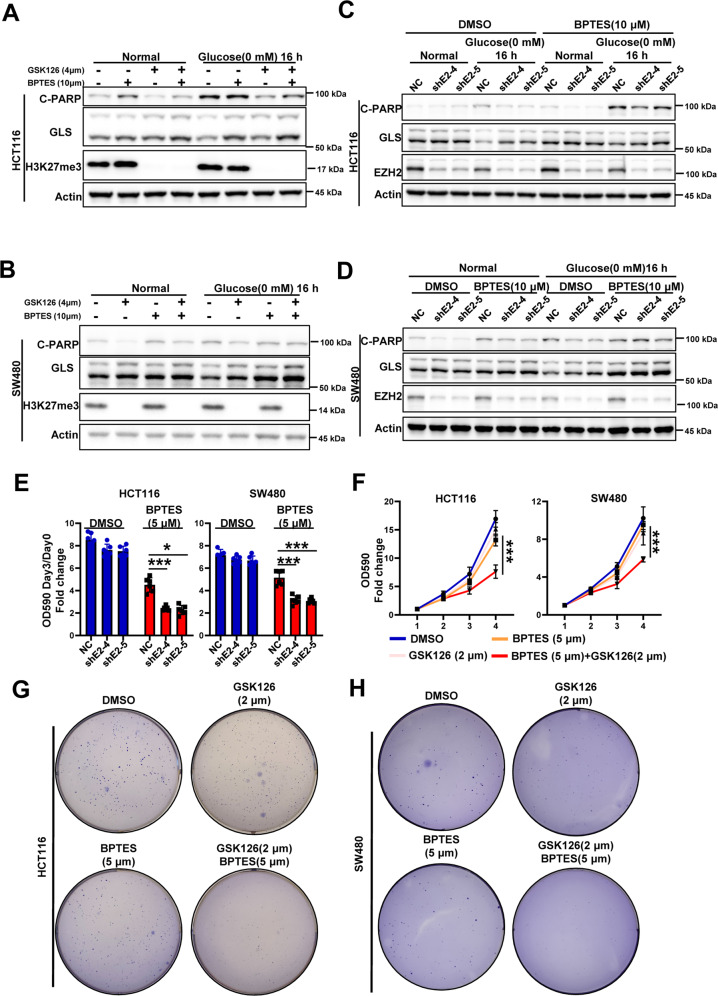
GLS is involved in the resistance of EZH2-deficient cells to glucose deprivation. **A, B** Immunoblotting for cleaved-PARP and GLS expression in HCT116 (**A**) or SW480 (**B**) cells pretreated with or without GSK126 (4 μM, 48 h) or/and BPTES (10 μM, 48 h), followed by glucose deprivation treatment (0 mM, 16 h). Actin is used as a loading control. **C, D** Immunoblotting for cleaved-PARP and GLS expression in HCT116 NC and shEZH2 cells (**C**) or SW480 NC and shEZH2 cells (**D**) cells pretreated with DMSO or BPTES (10 μM, 48 h), followed by glucose deprivation treatment (0 mM, 16 h). **E** Three-day growth of HCT116 NC and shEZH2 cells or SW480 NC and shEZH2 cells in presence or not of 5 μM BPTES. **F** Growth curves of HCT116 or SW480 cells in presence or not of 2 μM GSK126 or/and 5 μM BPTES. **G, H** Colony formation of HCT116 (**G**) or SW480 (**H**) cells in presence or not of 2 μM GSK126 or/and 5 μM BPTES. The experiments in **A–D** and **G**, **H** were repeated twice independently with similar results. In **E**, **F**, data are mean ± s.d., *n* = 3 independent experiments; *P*-values were calculated using two-tailed unpaired Student’s *t*-test or two-way ANOVA test. *P < 0.05, **P < 0.01, ***P < 0.001.

### The EZH2-GLS axis regulates glucose-deprivation-induced cell death by modulating intracellular GSH levels

As a key component of redox balance, ROS plays an important role in the cell death induced by glucose deprivation [1, 30]. In this study, we first used the ROS scavenger NAC to treat glucose-deprived cells and found that glucose-deprivation-induced cell death was significantly attenuated by NAC (Fig. 7A); these results indicated that glucose-deprivation-induced cell death in CRC was mediated by ROS. Furthermore, EZH2 knockdown or inhibition significantly reduced intracellular ROS accumulation under glucose deprivation conditions (Fig. 7B, C), which was consistent with the cell death phenotype (Fig. 2). During glutamine metabolism, GLS converts intracellular glutamine into glutamate, which is used to exchange extracellular cystine through xCT, thereby promoting GSH synthesis and preventing excessive ROS accumulation [30, 31]. Our results showed that EZH2 knockdown or inhibition significantly increased the intracellular GSH content and that BPTES treatment attenuated the increase in GSH content and the decrease in ROS levels caused by EZH2 deletion under glucose deprivation conditions (Fig. 7D–G). Collectively, these data suggest that the EZH2-GLS axis regulates glucose vulnerability by modulating the intracellular GSH and ROS levels.

**Fig. 7:**
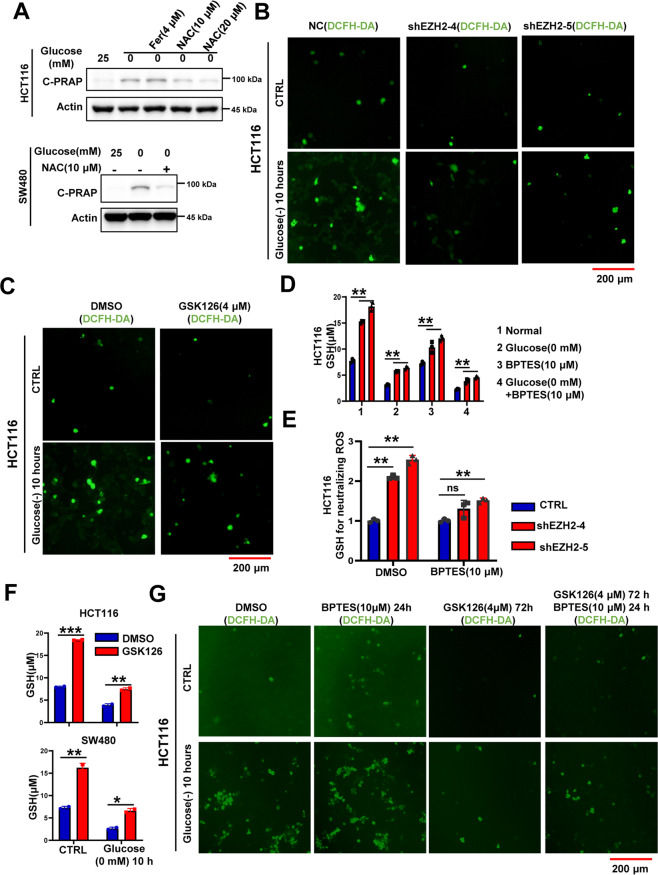
The EZH2-GLS axis regulates glucose-deprivation-induced cell death by modulating intracellular GSH levels. **A** Immunoblotting for cleaved-PARP in HCT116 or SW480 cells cultured with or without glucose deprivation (0 mM, 16 h) in presence or not of 4 μM Fer or 10 μM/20 μM NAC (*n* = 2 independent experiments). **B** DCFH staining of HCT116 NC and shEZH2 cells under normal condition or glucose deprivation (0 mM, 10 h). **C** DCFH staining of HCT116 cells pretreated with DMSO or GSK126 (4 μM, 48 h), followed by glucose deprivation treatment (0 mM, 10 h). **D** Intracellular GSH content of HCT116 cells pretreated with DMSO or BPTES (10 μM, 48 h), followed by glucose deprivation treatment (0 mM, 10 h). **E** Intracellular GSH content for neutralizing ROS in HCT116 NC and shEZH2 cells pretreated with DMSO or BPTES (10 μM, 48 h), followed by glucose deprivation treatment (0 mM, 10 h). **F** Intracellular GSH content of HCT116 or SW480 cells pretreated with DMSO or GSK126 (4 μM, 48 h), followed by glucose deprivation treatment (0 mM, 10 h). **G** DCFH staining of HCT116 cells pretreated with or without BPTES (10 μM, 24 h) or/and GSK126 (4 μM, 72 h), followed by glucose deprivation treatment (0 mM, 10 h). The experiments in **A**–**C** and **G** were repeated twice independently with similar results. In **D**–**F**, data are mean ± s.d., *n* = 3 independent experiments; *P*-values were calculated using two-tailed unpaired Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001; ns, non-significant; scale bars, 200 μm.

## Discussion

Metabolic reprogramming is a hallmark of malignantly transformed cells, making them highly dependent on some nutrients such as glucose [32]. However, during cancer progression or clinical drug intervention, local nutrient deficiency inevitably occurs in cancer tissues. In these cases, how cancer cells adapt to nutrient deprivation to survive and whether epigenetic plasticity is involved in this process are meaningful questions worth exploring in depth. Here through conditional screening of an epigenetic sgRNA library, we found that EZH2 played an important role in the tolerance of colorectal cancer cells to glucose deprivation. In cancer cells facing glucose limitation, the expression of EZH2 was downregulated and EZH2 deficiency attenuated glucose-deprivation-induced cell death and cell cycle arrest. In solid tumors, EZH2 generally exists as an oncogene, mainly through promoting proliferation, anti-apoptosis, and other biological processes [11]. Although our previous studies demonstrated the cancer-promoting role of EZH2 in the occurrence and progression of colorectal cancer in mice models, this study about glucose deprivation suggested that loss-of-EZH2 can also play a cancer promoting role in certain conditions (Supplementary Fig. 7). The contradiction of these two different roles enlightened us that the occurrence and progression of cancer are different, and heterogeneity of cancer tissues should be taken into consideration under specific conditions. Further, we showed that EZH2 was indeed highly expressed in cancer tissues, but the prognosis of patients was not affected by the expression of EZH2, which was consistent with the conclusion of the previous study [33].

Targeting EZH2 to treat cancer is a hot spot in current clinical research and some inhibitors have been approved by FDA to treat cancer [34]. However, the resistance of cancer cells to EZH2 inhibitors and the underlying mechanisms still need to be explored. In this study, we showed the tumor-suppressive function of EZH2 was mediated by inhibiting the expression of *GLS*, which played a vital role in cancer metabolic reprogramming. These results might be an explanation for the resistance of cancer cells to EZH2 inhibitors. Mechanistically, we found the metabolism-related gene *GLS* could be directly targeted by EZH2. Although EZH2 expression was downregulated under glucose deprivation, the binding of EZH2 on the promoter region of *GLS* was significantly enhanced, leading to the downregulation of GLS expression. Meanwhile, the loss of EZH2 function resulted in the upregulation of GLS expression, and GLS expression was no longer reduced by glucose deprivation. As a key enzyme of glutamine metabolism, GLS functions as a cancer driver and can also be a therapeutic target in cancer. Under glucose deprivation ROS was accumulated in cancer cells due to the rapidly declining GSH level and shutting down the pentose phosphate pathway. Then the importance of increased GLS induced by EZH2 deficiency was amplified, as GLS converts glutamine to glutamate, which can be used to exchange cystine from extracellular regions and facilitate the synthesis of glutathione to clear ROS. Furthermore, we also proved that the inhibitors that target GLS activity or upstream regulators of glutamine metabolism like mTOR showed synergistic effects with EZH2 inhibitors.

This work and previous studies suggested that the heterogeneity and the plasticity of cancer cells make them respond differently to the same treatment and the existence of this phenomenon to some extent explains the drug resistance to single-target treatments [35–37]. In the context of precision medicine, a better understanding of the heterogeneity of cancer tissues will facilitate the collaborative medication of cancer [38]. Of course, there are still some unresolved issues in our study. For example, cell apoptosis induced by BPTES is also weakened by the loss of EZH2, which HDAC molecule is responsible for the deacetylation of the H3K27ac in the *GLS* promoter. Taken together, our study shows the tumor-suppressive function of EZH2 under nutrient-deficient conditions, which partially explains why the clinical expression of EZH2 does not affect the prognosis of CRC patients and reveals a possible mechanism of the resistance of cancer cells to EZH2 inhibitors from the perspective of metabolism.

## Materials and methods

### Cell culture and reagents

All cancer cell lines were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). All cell lines were free of mycoplasma contamination (tested by the PCR). Cells were cultured in Dulbecco’s modified Eagle medium (DMEM) (Thermo Fisher Scientific, Waltham, MA, USA) with 10% fetal bovine serum (Biological Industries, Kibbutz Beit Haemek, Israel) at 37 °C with 5% CO_2_. For glucose deprivation experiments, cells were cultured in 0 mM Glucose DMEM with 10% FBS for indicated time and cells were washed by PBS before medium changing. DMEM without glucose was obtained from Thermo Fisher Scientific (11966-025). GSK126 (HY-13470), BPTES (HY-12683), TSA (HY-15144) were got from MedChemExpress (MCE) (NJ, USA). DCFH-DA Reactive Oxygen Species Assay Kit, GSH, and GSSG Assay Kit were purchased from Beyotime Institute of Biotechnology (Shanghai, China). NAC (A7250) was purchased from Sigma-Aldrich (St. Louis, MO, USA).

### Stable cell lines generation

EZH2 short hairpin RNA (shRNA) were constructed with pLKO.1 system and lentiviral plasmid over expressing EZH2 was purchased firm Hanbio (Shanghai, China). Cell lines with specific gene silence or overexpression were generated as previously described. In brief, HEK293T cells were transfected either with pLKO.1 or pLV plasmid, together with Δ8.9 and VSVg third-generation lentiviral packaging system using Lipofectamine 2000 reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. After transfection, lentivirus particles in the medium were collected every 24 h, and after three collections the medium was filtered, then the target cell lines were infected. At 48 h after infection, 2 μg/ml puromycin was added to obtain stable cell lines with successful transduction. The sequences of shRNAs used in this study are listed in Supplementary Table 4.

### Western blotting

Western blotting was conducted as previously described [15, 39]. The primary antibodies and concentrations used for Western blotting were following: EZH2 (1:1000, 5246 S, Cell Signaling Technology, Danvers, MA, USA), H3K27me3 (1:1,000, 9733 S, Cell Signaling Technology), C-PARP (1:2,000, 5625 S, Cell Signaling Technology), GLS (1:1,000, 56750 T, Cell Signaling Technology), Actin (1:10,000, AP0060, Bio-world, Nanjing, China).

### Reactive oxygen species (ROS) and GSH assay

For ROS measurement, colorectal cancer cells were seeded in a 12-well plate and treated with corresponding conditions. After the treatment, the medium in the well was transferred to the corresponding EP tube, and then 400 ul medium was added back to the original well. DCFH-DA was added to the wells at a ratio of 1:1,000, mixed and incubated at 37 °C for 15 min. Then the dye solution was removed, the medium in the corresponding EP tubes was added back to the corresponding wells, and observation and photographing were performed through a fluorescence microscope (Olympus IX70). To detect GSH content, cells were treated as indicated and prepared for measurement of glutathione using the GSH and GSSG Assay kit according to the manufacturer’s instructions. The concentration of GSH was calculated using a standard curve.

### RNA-Seq and ChIP-qPCR analysis

Total RNA was subjected to MGI2000 performed by BGI Tech Solutions Co., Ltd. Transcriptomic reads were mapped to reference genome (mm10) using Bowtie software, and gene expression levels were quantified using the RSEM software package. The list of significantly affected genes was obtained by setting a false discovery rate (FDR) threshold of 0.001, *P*-value < 0.0,1 and fold changes greater than 1.2 or log2Fc < −0.75. Manual curation of GOs was performed using KEGG or Enrichr and visualized in the form of a heatmap using −Log10(*P*-value). Gene expression datasets were deposited into the GEO database (GSE159351 and GSE159352). The ChIP assays were performed using the Magnetic ChIP kit (Millipore). The procedure was as described in the kit provided by the manufacturer. Briefly, isolated HCT116 cells were fixed by 1% formaldehyde, fragmented by sonication. EZH2 (Cell Signaling Technology, 5246 S) and H3K27Ac (Cell Signaling Technology, 8173 S) were then used for immunoprecipitation. After washing and reverse-crosslinking, the precipitated DNA was amplified by primers and quantified by the qPCR. Primer sequences can be found in Supplementary Table 4.

### Cell number assays and colony formation assay

The cells at 100% confluency were seeded in 12-well plate 1 day before treatment to measure living cells. After treatment as indicated, cells were trypsinized and collected in a new EP tube and stained with 0.4% Trypan Blue Solution. The number and proportion of dead and living cells were calculated using CountessII FL. To measure cell viability, cells were seeded in a 96-well plate 1 day before treatment. Following the treatment with the appropriate drugs as indicated, cells were exposed to 10 μl resazurin sodium salt. After incubation for 2 h, the plate was analyzed using the Paradigm Detection Platform (Beckman, CA, USA). Colony formation assay was done as previously described [39].

### Specimens

Paraffin-embedded colorectal cancer tissues were collected from patients with CRC who had undergone routine surgery at the Nanfang Hospital, Southern Medical University (Guangzhou, China) and volunteered to provide samples for research.

### Immunofluorescence

Immunofluorescence analysis of EZH2 and GLS was performed on paraffin-embedded tissue from colorectal cancer patients. To expose target proteins, antigen retrieval was performed using 10 mM sodium citrate (pH 6.0), microwaved for 8–15 min. Following antigen retrieval, tissues were blocked in 3% H_2_O_2_-methanol for 15 min at room temperature, washed with ddH_2_O and PBS, and then probed with EZH2 antibody (5246 S) or GLS antibody (56750 T) diluted in 3% BSA-PBS at a dilution of 1:40 for 12 h at 4 °C in a humidified chamber. Tissues were washed extensively in PBST and incubated with an FITC-conjugated secondary antibody (Thermo Fisher Scientific) for 2 h. The nuclei were labeled with DAPI (Thermo Fisher Scientific), and fluorescence was monitored using a confocal microscope (Olympus).

### Survival analysis and gene expression correlation analysis

The READ and COAD datasets of the TCGA database were used for expression and survival analysis [40]. Expression profiles of GSE24514, GSE14333, and GSE106582 were downloaded from GEO [41–43]. Statistical computations were performed using GraphPad Prism8. Statistical significance was assessed by One-way ANOVA; the data were considered not significant for p > 0.05. Correlation values between two genes were determined by iterating through each probe associated with gene *EZH2* and comparing it to probe associated with gene *GLS*. Statistical significance was determined by the Pearson correlation coefficients test.

### Mice experiments

All mice were maintained in a specific-pathogen-free (SPF) facility, and experimental procedures were approved by the institutional biomedical research ethics committee of the Shanghai Institutes for Biological Sciences or Institute of Zoology, Chinese Academy of Sciences and Animal Ethics Committee of Southern Medical University. EZH2^IEC−/−^ mice were generated by crossing EZH2 Flox mice [44] with Villin-Cre [45]. Descendants of APC^min/+^ mouse [46] and EZH2 ^IEC−/−^ are used to research spontaneous colon cancer. In AOM/DSS experiments, mice were first treated with a single dose of AOM (Sigma), and then 1% DSS (molecular weight, 36–50 kDa; MP Biomedicals, 160110) was given in the drinking water for 4 days, followed by 2 weeks of regular drinking water. The DSS treatment was repeated for two additional cycles, and mice were sacrificed 10 weeks after AOM injection. All mice were maintained on a C57BL/6 background.

### Statistical analysis

All experiments were independently performed three times unless otherwise stated. Data are presented as mean ± standard deviation (s.d.). Pearson correlation coefficients were used to evaluate the relationships between EZH2 and GLS expression. Statistical significance was determined by Student’s *t*-test, One-way ANOVA, Log-rank test, or Fisher’s exact test. For all statistical tests, the 0.05 level of confidence (two-sided) was accepted for statistical significance.

## Supplementary information

Supplementary

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

How the deposited data were processed for this re-analysis (not part of the article)

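RNA-Seq of HCT116 cells was analysed, with 1 library from normal medium (25 mM glucose) and 1 from glucose deprivation (0 mM glucose, 24 h). The sequencing, mapping and quantification steps stated by the paper and by the submitters' processing notes differ in the aligner (Bowtie against Bowtie2 and BWA) and in the build (mm10 against hg19), and no version was given in the sources used here. The gene IDs are human: 17705 of the 17987 were found in a RefSeq gene table of the assembly GRCh38.p14, which was used for names only, and no coordinates are printed because the builds differ.

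The authors made a deposited log2 fold change per gene, glucose deprivation over normal medium, from the expression values of both libraries. The deposited p-value of each gene is from the authors' Poisson test of the 2 libraries. The deposited FDR is treated as a score, because 501 of its values lie above 1, up to 1.027, and it is quoted as listed. A value is missing for 933 genes, which were left out of all counts. In the table 26 gene symbols had been turned into dates by a spreadsheet, and these genes were named by their gene IDs.

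No expression level and no depth is known from these values, so no interval, standard error or detection limit could be given, and the planned pseudocount, minimum level and matching of random lists on expression could not be applied. The analysis had been planned on expression values, and the deposited log2 fold change took their place. Genes were counted below a log2 fold change of -0.75 or above a fold of 1.2, by size alone and with an FDR of at most 0.001. The lower and higher members of each gene list were counted with both thresholds. The median of each list was set among 10000 random lists of the same size drawn from all 17054 genes with a value. On simulated lists drawn from the same 17054 genes for this comparison, 7 of 100 lists of 20 genes with no shift, 71 of those shifted by 0.5 on the log2 scale and all 100 of those shifted by 1 had a median outside the central 95% of random lists. For lists of 5 genes these numbers were 3, 20 and 64, and for lists of 40 genes 2, 97 and 100, so a short list or a shift of about 0.5 can be missed. Each simulated list was set among fewer random lists than 10000. Its members were drawn at random, unlike those of the real lists, so the numbers with no shift give no rate of false calls for the real lists.

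The genes named are those the paper names, the 10 largest decreases of Supplementary Table 3 and any of its genes not below -0.75, the 10 largest changes in each direction, the leading members of each gene list described and all members of the PRC2 list. Supplementary Tables 2 and 3 had been read when this rule was written. The rule asked for a minimum expression level for the largest changes and for the leading members. In its place an authors' p-value of at most 1e-20 and an FDR of at most 0.001 were used, both chosen after the values were seen. PRDM6, JARID2 and the genes of the WNT and BMP lists were singled out after their values were seen or listed after the first results. Alternatives were the centring of all values on their median, other sizes, the added FDR, a p-value under 0.01, exact gene symbols and lists restricted to genes with an FDR of at most 0.001. Some genes that this rule names are not reported here. No enrichment was run against the sgRNA library, since the copy of Supplementary Table 1 used here holds 1205 genes and lacks 23 of the 262 candidate genes. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.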

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

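The tests of scaling and of few reads in this part were chosen after the results were seen. The paper does not discuss the following gene groups in these libraries, and each had a median above the central 95% of random lists. The groups are not independent, because some lists share genes. GDF15 and SESN2 are on the ATF4 and p53 lists, and ASNS and PSAT1 on the ATF4 and glutamine lists. BAX, BBC3, PMAIP1 and FAS are on the p53 and apoptosis lists, and SLC7A11 is on the ATF4 and NRF2 lists. The median log2 fold change was 2.02 for 35 genes of the amino acid response and ATF4 targets, 1.69 for 23 genes of endoplasmic reticulum chaperones and the unfolded protein response, 1.25 for 21 NF-kB targets and cytokines, 1.17 for 25 p53 targets and 1.07 for 22 immediate early genes. It was 0.71 for 22 NRF2 antioxidant targets, 0.57 for 17 genes of glutamine and glutamate metabolism, 0.35 for 26 genes of autophagy and the lysosome, 0.35 for 25 apoptosis regulators and 0.345 for 44 cytosolic ribosomal proteins.

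The amino acid response and the unfolded protein response were higher together. Of their 58 measured genes, 86.2% lay above 0.75 with an FDR of at most 0.001, which argues against few reads as the source of the pattern. After all values were centred on their median, the lower of both medians was 1.81. Centring moved every gene up by only 0.12, so it could not have lowered these medians and does not test the scaling of the libraries. Heat shock proteins had a median of -1.22, and a common factor moves every gene the same way. Such a factor could not produce both directions, but it could enlarge either one, so the opposite directions do not settle its part in the pattern. A common factor leaves the place of a list among random lists unchanged. Both lists lay at percentile 100.0, so they were higher relative to other genes whatever the scaling. A difference between the cultures other than glucose cannot be told apart from the treatment with 1 library per condition. An effect of glucose deprivation itself stays open as well and was not tested.

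The genes of DNA replication and mitosis were lower together, and the screen candidates AURKA, AURKB, TOP2A and PCNA are among them. Of their 76 measured genes, 94.7% lay below -0.75 with an FDR of at most 0.001, which argues against few reads. After centring, the higher of both medians was -1.43, but a shift of 0.12 could not have brought it to -0.75, so centring does not test scaling. The amino acid response and ATF4 targets had a median of 2.02, and a common factor moves every gene the same way. Such a factor could not produce both directions but could enlarge either one, so the opposite directions do not settle its part here. The place of a list among random lists does not change with a common factor. Both lists lay at percentile 0.0, so they were lower relative to other genes whatever the scaling. EZH2 had a smaller decrease than 38 of the 41 replication genes and than 34 of the 35 mitosis genes. With 1 library per condition, a difference between the cultures other than glucose cannot be told apart from the treatment, and an effect of glucose deprivation stays open and untested.

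Many genes were lower by size alone but had an FDR above 0.001, 1580 in number. Of their folds, 70.3% were ratios of whole numbers of at most 20 (relative tolerance 1e-07), against 3.59% among the genes that passed both thresholds. Such ratios are consistent with values near the lowest step of the table and few reads, so that the fold of such a gene is coarse. No biological explanation was tested for these genes.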

How the results depend on the processing

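The settings with a p-value under 0.01 and with lists restricted to genes with an FDR of at most 0.001 were chosen after seeing the data. By size alone, 3811 genes were lower and 4938 higher. With an FDR of at most 0.001 the counts were 2231 and 2706, and with a p-value under 0.01 they were 2466 and 3088, because each setting asks for a further threshold. With the same size asked of both directions the order of the counts turned: beyond 1 on the log2 scale 2631 genes were lower and 1572 higher, a share lower of 62.6% against 43.6% at the paper's sizes, and beyond 0.75 with the FDR 2231 were lower and 1169 higher. Beyond 1, 27 of the 41 genes of Supplementary Table 3 were lower. With a fold of 1.2 for decreases and 0.75 on the log2 scale for increases, 7191 genes were lower, 2310 were higher and 124 screen candidates were lower. These differences follow from the sizes asked for. Centring on the median of all genes moved EZH2 from -0.95 to -0.83, still below -0.75, and left 33 of the 41 genes below -0.75. The median was -0.39 over genes with an FDR of at most 0.001 and -0.32 over 14 commonly used reference genes. Centring on either of these was not run and would put EZH2 above -0.75. The number of lists outside the central 95% of random lists was 17 of 35, 16 with exact gene symbols, where the respiratory chain was lost, and 17 of the 33 lists that kept at least 3 genes when only genes with an FDR of at most 0.001 were used, where the respiratory chain and the tricarboxylic acid cycle were lost and hypoxia-inducible factor targets (median 0.43) and 3 genes of H3K27 demethylases and DNA methyltransferases (median 1.07) were gained. No direction of a list outside the central 95% was reversed by these settings. The pseudocounts, minimum levels, other units and expression-matched random lists that had been planned were not run, since the table holds no levels, and random lists were unmatched throughout. No paired analysis was possible because there is 1 library per condition. Depth is unknown and its effect on single genes could not be given.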

Differences from the paper's values

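Neither count that the paper states for these libraries differed from the present one by more than 1.5 times. The paper's number of downregulated genes is 2798, against 3811 by size alone and 2231 with an FDR of at most 0.001, and no setting gave the paper's number. The paper's overlap with the screen candidates is 41 genes, against 54 by size alone and 40 with the FDR. Of the alternatives set before the data were examined, the fold of 1.2 for decreases gave 7191 and 124, more than 1.5 times the paper's values, and the other settings did not differ by that much.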

Other observations

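The tests of the WNT and BMP target genes were set after AXIN2, SP5, ATOH8 and SMAD6 had been seen, and the bounds were written before either list was run. The values of CCND1 and MYC, on the first WNT list, had been seen by then, and the median of that first list had been seen when the shorter list was run, so the shorter list is not an independent test. Among the stress responses, the transcription factor DDIT3 (log2 fold change 5.88), NUPR1 (5.42), GDF15 (4.05) and the glutathione-degrading enzyme CHAC1 (4.02) led the ATF4 targets in the authors' deposited table, of which 31 of 35 were higher and none was lower. The chaperone HSPA5 (3.44), DNAJB9 (2.91), HERPUD1 (2.46) and HYOU1 (2.34) led the unfolded protein response in the authors' deposited table, with 22 of 23 genes higher. Of 25 p53 targets 21 were higher, among them SESN2 (2.76), TP53I3 (2.74) and the cell cycle inhibitor CDKN1A (2.32) in the authors' deposited table. Of 21 NF-kB targets and cytokines 15 were higher, led in the authors' deposited table by the chemokines CCL20 (7.10), CXCL8 (5.08), CXCL1 (4.29) and CXCL2 (3.57). The fold of CCL20 is a whole number (137.0 in the authors' deposited table), so that its size is coarse.

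Of 18 glutathione genes 7 were higher and 3 lower, and their median of -0.37 lay within the range of random lists (percentile 11.9). The glutathione-degrading CHAC1 (4.02), the cystine transporter subunits SLC7A11 (2.66) and SLC3A2 (2.15) and the synthesis enzyme GCLC (1.78) were higher in the authors' deposited table. Of these, CHAC1, SLC7A11 and SLC3A2 are also on the list of ATF4 targets. The 3 lower genes were GSTP1 (-0.94), GSTM4 (-0.89) and MGST1 (-0.76) in the authors' deposited table. In glutamine metabolism 9 of 17 genes were higher at the smaller size, 6 were above 0.75 with the FDR, and 2 were lower. ASNS stood at 2.48, GFPT1 at 1.81, GOT1 at 1.59 and GLUL at -1.30 in the authors' deposited table. EZH2 lay at the 17.4th percentile of all genes. TXNIP, a glucose-responsive gene, is listed without a value in the authors' deposited table. ARRDC4, the other gene listed as glucose-responsive, was lower at -1.78 in the authors' deposited table.

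Among genes with an authors' p-value of at most 1e-20, the largest increases in the authors' deposited table were those of SPX (9.23), KLHDC7B (8.75), FSBP (6.30), LURAP1L (6.03), HKDC1 (5.65), LCN2 (5.63) and IL20RB (4.91), beside DDIT3, NUPR1 and CXCL8. The largest decreases in the authors' deposited table were those of BCL2L2-PABPN1 (-7.68), HSPE1-MOB4 (-7.27), ATOH8 (-7.01), AXIN2 (-5.00), ZCCHC12 (-4.99), SP5 (-4.70), ADORA1 (-4.42), LGI3 (-4.17), CYP24A1 (-3.65) and SAMD11 (-3.63). The first pair are read-through loci that share reads with their component genes, so their values are uncertain, as is that of FSBP, which overlaps RAD54B. Of these 20 folds, 6 decreases (BCL2L2-PABPN1, HSPE1-MOB4, ATOH8, ZCCHC12, SP5 and LGI3) and 3 increases (SPX, KLHDC7B and FSBP) were whole numbers or ratios with a denominator of at most 4 (relative tolerance 1e-06, limit chosen after the values were seen), so that their size is coarse. The smallest denominator was 14 for CXCL8, 15 for ADORA1, 17 for HKDC1, 19 for IL20RB, 21 for NUPR1 and 23 for LURAP1L. The size of these folds may be coarse as well.

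AXIN2 and SP5 are targets of WNT signalling, and a hypothesis is that WNT signalling was lower in the glucose-deprived cells. The median log2 fold change of 15 other WNT target genes was -1.32, below the bound of -0.75 set for this hypothesis, and 11 of the 15 were lower, among them TNFRSF19 (-4.07), NOTUM (-2.15), NKD1 (-1.97) and RNF43 (-1.85) in the authors' deposited table, while APCDD1 stood at 1.16 (FDR 0.0091). A first list also held CCND1, MYC, LGR5 and ASCL2, left out of the shorter list because they belong to other lists. Its median was -1.09 over 18 genes, of which 11 were lower. None of the genes left out was lower: CCND1 stood at -0.22, MYC at -0.47 and LGR5 at 0.0 in the authors' deposited table, and ASCL2 has no value. ATOH8 and SMAD6 (-3.22 in the authors' deposited table) are targets of BMP signalling, and the median of 7 other BMP target genes was -1.90, with 6 of the 7 lower, among them ID2 (-2.42), SMAD7 (-2.20), BAMBI (-2.04) and ID3 (-1.90) in the authors' deposited table. Lower WNT and BMP signalling may therefore accompany glucose deprivation in these cells, as hypotheses found and tested on the same 2 libraries. BMP4 is itself on the WNT list, at -2.52 in the authors' deposited table, so the 2 hypotheses are not independent.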
